# Antitumoral effect of Ocoxin on acute myeloid leukemia

**DOI:** 10.18632/oncotarget.6862

**Published:** 2016-01-09

**Authors:** Elena Díaz-Rodríguez, Susana Hernández-García, Eduardo Sanz, Atanasio Pandiella

**Keywords:** acute myeloid leukemia, antioxidants, cell cycle, p27

## Abstract

Acute myeloid leukemia (AML) is a heterogeneous hematological malignancy whose incidence is growing in developed countries. In the relapse setting, very limited therapeutic options are available and in most cases only palliative care can be offered to patients. The effect of a composite formulation that contains several antioxidants, Ocoxin Oral solution (OOS), was tested in this condition. When analyzed *in vitro*, OOS exhibited anti-AML action that was both time and dose dependent. *In vivo* OOS induced a ralentization of tumor growth that was due to a decrease in cell proliferation. Such effect could, at least partially, be due to an increase in the cell cycle inhibitor p27, although other cell cycle proteins seemed to be altered. Besides, OOS induced an immunomodulatory effect through the induction of IL6. When tested in combination with other therapeutic agents normally used in the treatment of AML patients, OOS demonstrated a higher antiproliferative action, suggesting that it may be used in combination with those standard of care treatments to potentiate their antiproliferative action in the AML clinic.

## INTRODUCTION

Acute myeloid leukemia (AML) is a complex and heterogeneous hematological malignancy in which a multipotent hematopoietic stem cell or progenitor cell will be transformed to a leukemia stem cell as a result of the accumulation of genomic alterations [1]. AML is a disease predominantly of adults with a median age at diagnosis of 69 years [2, 3]. Probably due to the general population aging or to the fact that AML can also appear as a second cancer in patients previously treated with chemo or radiotherapy [4, 5], its incidence is rising in developed countries. Despite recent advances in its diagnosis and treatment, up to 75% of the patients will die of this disease [6]. On the other hand, for patients with relapsed AML, treatment options are very limited and in most of the cases only palliative care can be offered.

In the past few years, multiple studies have demonstrated that the co-administration of combination of various antioxidants with conventional chemotherapy or radiotherapy results in significant antitumor synergism and an inhibition of the toxicity of conventional therapy [7, 8]. Thus, while the pure compounds are not available for use in the oncology clinic, commercial formulations which include some of these molecules offer the possibility to incorporate them easily and safely to the treatments commonly used to treat certain neoplasias [9]. Such is the case of Ocoxin Oral Solution (OOS), an oral nutritional supplement that includes recognized anti-cancer compounds. OOS contains green tea polyphenols such as epigallocatechin 3-gallate, vitamin B6 and vitamin C, three products whose anticancer action has been proven in several studies [8, 10]. OOS also contains cinnamic acid, a compound which may inhibit tumor growth [11], as well as glycyrrhizinic acid, whose action as anti-inflammatory and immunomodulator has been reported [12].

OOS is being currently investigated in clinical trials as part of the treatment for several types of cancer, mainly associated with chemotherapy and radiotherapy. In these studies, an improvement in the quality of life of the patients has been reported [13]. Although the mechanism of action of OOS is largely unknown, a recent report has demonstrated the antitumoral action of OOS in preclinical models of HER2+ breast cancer [14]. In these models, OOS provoked cell cycle blockage by the upregulation of p27 and downregulation of cyclin D1 as well as an increase in apoptotic cell death. Moreover this formulation potentiated the action of lapatinib, a HER2 inhibitor used in breast cancer clinic [14].

Based on these previous results, the effects of OOS on preclinical models of AML were explored. Its potential antiproliferative action on several AML cell lines was initially tested *in vitro*. Later on, OOS effects *in vivo* were determined on a xenograft model in which the AML cell line HEL was used to generate the tumors. In that context, OOS reduced tumor growth in vivo. Moreover in this system cell cycle blockage was also linked to an increase in p27. Finally, combination studies aimed at evaluating if OOS could augment the efficacy of standard of care drugs used in AML clinic showed that this compound potentiates the antitumoral action of those drugs, giving the rationale to explore its clinical value on AML patients.

## RESULTS

### Effect of OOS on the proliferation of AML cell lines

The *in vitro* action of OOS was initially evaluated on several AML cell lines. With this purpose, the AML cell lines HEL, HL60 and KG1 were grown in the presence of increasing doses of OOS diluted into the culture medium and their proliferation was evaluated in MTT assays at different days of treatment. OOS decreased MTT metabolization in the three cell lines tested (Figure 1). Moreover, this effect was more evident at longer incubation times (Figure 1D). The IC_50_ values ranged from 1/10-1/15 at 24 hours to up to 1/137 at 96 hours for the HEL cell line. Comparing the three cell lines tested, HEL cells were the most sensitive to the action of OOS at the different times and concentrations tested.

**Figure 1:**
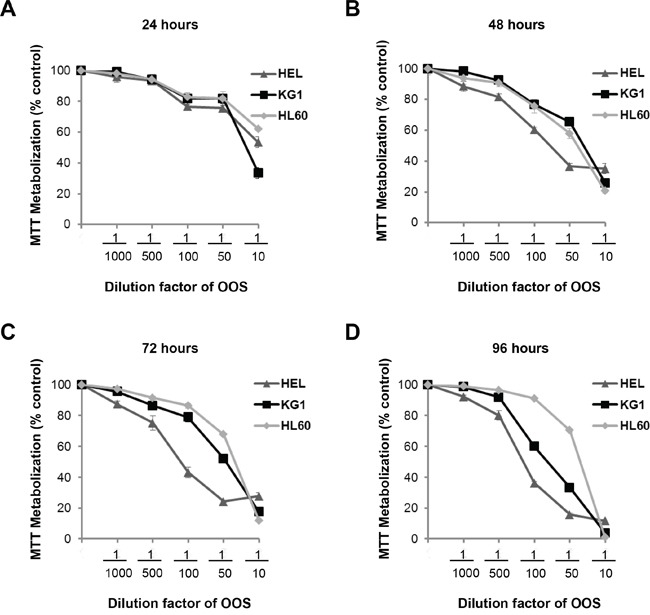
Efficacy of OOS on AML cell lines *in vitro* Dose-dependent effect of OOS on the proliferation of HEL, KG1 or HL60 AML cells was assessed *in vitro*. Cells were incubated with OOS at the indicated dilution factors and MTT metabolization was measured at 24 (A), 48 (B), 72 (C) or 96 (D) hours. Mean absorbance values of untreated samples were taken as 100% and then mean values referred to that. Data are represented as mean ± SD of quadruplicates of an experiment that was repeated at least twice.

### Effect of OOS in combination with anti-AML treatments

In most of the cases, the success of antitumor therapies is based on the combination of different agents [15]. For this reason we wondered if the combination of OOS with drugs commonly used in the AML clinic could improve their antitumor effect. Thus, OOS was administered *in vitro* to HEL cells alone (dilution factor 1/50), or in combination with Ara C (250 nM), Doxorubicin (DXR, 100 nM) or Fludarabine (Fluda, 250 nM). In all the three cases the combination was more effective inhibiting the cell growth than the independent treatment with any of the agents (Figure 2).

**Figure 2:**
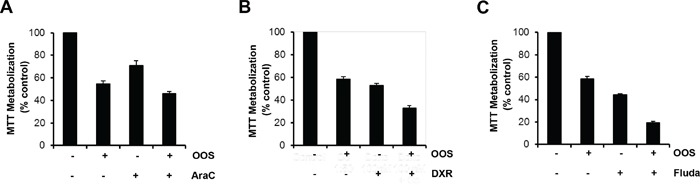
OOS is more effective in combination with standard of care treatments The effect of OOS alone (1:50) or in combination with Ara C (250 nM, A), Doxorubicin (DXR, 100 nM, B) or Fludarabine (Fluda, 250 nM, C) were determined in MTT assays. The mean absorbance values of untreated samples from each were considered as 100%. Data are represented as mean ± SD of quadruplicates of an experiment that was repeated at least twice.

### *In vivo* efficacy of OOS in AML murine models

Given the action of OOS *in vitro*, we explored whether this *in vitro* effect could translate *in vivo*. With that purpose we used a xenograft murine model to determine the effect of OOS treatment once the tumors have already been established. CB17-SCID athymic mice were orthotopically injected with the AML cell line HEL and when tumors were palpable, animals were randomized to 4 different groups to orally receive water or increasing amounts of OOS: 100, 200 or 300 μl OOS per 20 g of animal weight. Initially, tumors included in the four groups had a similar volume (53±4.9; 56±5.4; 53±4.9 and 52±3.1 mm^3^, mean ± SEM, respectively). After 17 days of daily oral treatment with OOS (Monday to Friday), a decrease in the growth of the tumors was observed (figure 3A and data not shown). Thus the mean tumor volume of control mice was 484±75.8 mm^3^, as compared with 222±37.3, 207±66.5 or 232±61.9 mm^3^ corresponding to 100, 200 or 300 μl OOS, respectively. The mean body weight of control or treated mice did not decrease throughout the duration of the experiment (figure 3B and data not shown), indicative of no significant toxicity of OOS in the different experimental conditions. Thus, at the day of sacrifice, mean body weight in control mice was 21.3±1 grams compared to 18.9±0.6, 19.5±0.5 and 19.5±0.3 grams in the different OOS treated groups.

**Figure 3:**
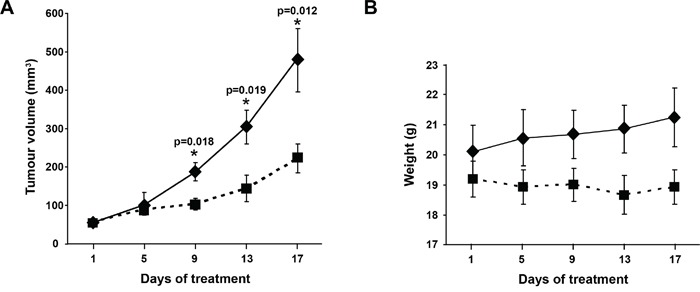
Efficacy of OOS on AML models *in vivo* (A) OOS interferes with tumor growth. Female CB17-SCID athymic mice were injected with HEL cells. When tumors became palpable and were growing, they were randomized to different groups that were orally treated 5 days per week (Monday to Friday) with 100μl OOS/animal (■) or vehicle alone (water,♦), and tumor volumes were measured twice a week. Data are represented as mean tumor volume ± SEM of the animals on each group. (B) Effect of OOS on animal weight. Statistical significant differences are shown (*p<0.05).

### Effect of OOS on circulating cytokines

As mentioned above, some components of OOS such as glycyrrhizinic acid exert immunomodulatory actions [12]. Because of this and the relevant role of the immune system in the control of tumor progression, we explored whether this formulation could affect immune system properties through the measurement of cytokine levels in mice circulating blood. Thus, the levels of IL-6, IL-10, IFNγ, MCP-1, TNFα and IL12p70 were measured in the sera collected from the animals at the time of sacrifice. An increase in the level of IL6 was observed as the amount of OOS used in the treatment rose. In fact, significant differences for this cytokine were observed between the control group and those treated with 200 or 300 μl OOS (p=0,023 or p=0,027 respectively) (Figure 4). The same tendency was observed for the 100 μl group but in this case differences were not statistically significant (p=0.079), probably due to the small number of animals. No major changes were observed in the amount of the other cytokines tested (Figure 4). Moreover, there was no correlation between those levels and the amount of OOS used for the treatment.

**Figure 4:**
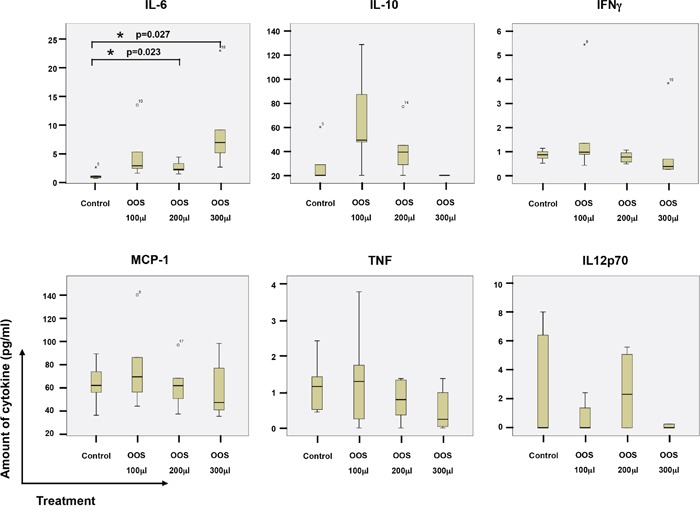
Action of OOS on immune system cytokines At the time of sacrifice, blood from the animals under the different treatments was collected by intracardiac injection, and sera clarified and frozen. The amount of the indicated cytokines was determined by flow cytometry using a BD Cytometric Bead Array as described in the materials and methods section. The amount for each molecule and experimental condition are shown in the corresponding boxplots, as indicated. Statistical significant differences are shown (*p<0.05).

### Effect of OOS cell proliferation and apoptosis *in vivo*

Because OOS caused a decrease in tumor growth when compared to untreated controls, we questioned if that effect was caused by an increased cell death, a lower rate of proliferation or vascularization or a combination of any of the above. When sections of the tumors were stained to identify apoptotic cells, using the conventional TUNEL staining technique, no differences in the number of apoptotic cells were observed between the different groups (Figure 5A).

**Figure 5:**
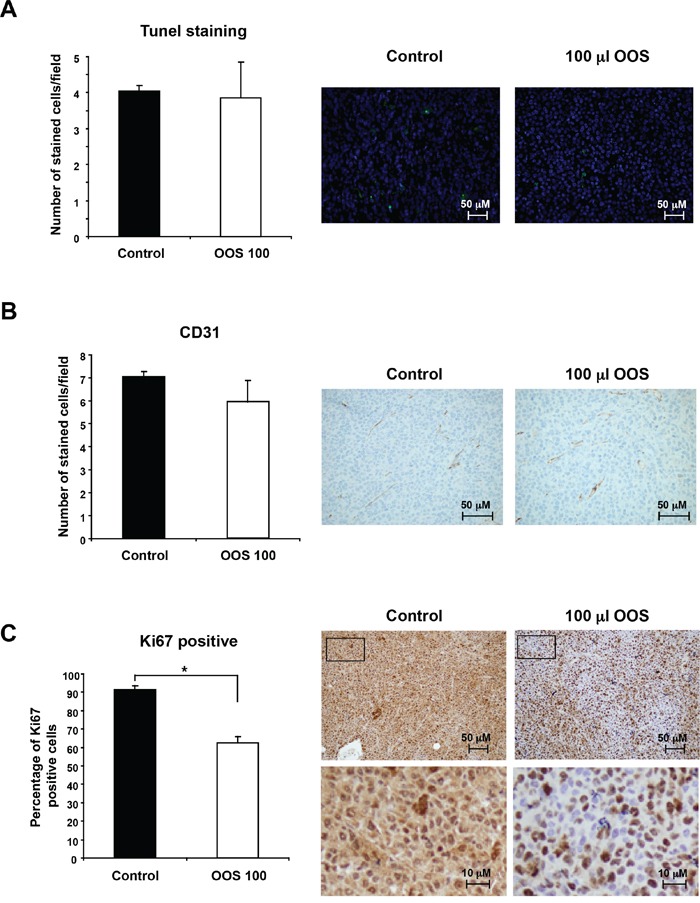
OOS induces a decrease in tumor proliferation (A) OOS does not induce apoptotic cell death on AML tumors. For each experimental condition, two tumors were randomly processed for IHQ analysis and apoptotic cells were detected by tunnel staining. The number of apoptotic cells/field was quantified for each condition and its mean number ± SD is shown in the graph. Pictures of representative fields stained for this marker are shown on the right. (B) Similarly the number or endothelial cells was measured by CD31 staining. (C) Besides, to establish the proliferative status of the tumors, Ki67 marker was used. Pictures of representative fields stained for Ki-67 are shown on the right upper row and lower pictures show part of them (inset) at higher magnification. Statistical significant differences are shown (*p<0.05).

On the other hand, when tumors develop, a blood supply is necessary for them to grow beyond a few millimeters in size [3, 16]. For this reason, the presence of blood vessels in the tumor can be considered an indicator of tumor activity and progression, and such presence can be assessed by staining endothelial cells with the specific marker CD31 [17, 18]. Even though OOS treated tumors grew slower, no differences in the number of cells stained for this marker were observed among the different groups (Figure 5B).

Finally, the expression of human Ki-67, a protein associated with cell proliferation, was evaluated. To verify if OOS treatment induced changes in the proliferation of the tumors, staining for this marker was carried out. Treatment with OOS induced an evident decrease in the percentage of Ki-67 positive cells (Figure 5C). Moreover, such a decrease was statistically significant when compared with control untreated tumors (Figure 5C).

To further investigate the mechanism by which these tumors exhibited a decrease in proliferation, the amount and status of several proteins involved in cell cycle progression was evaluated by Western Blot analysis. This panel of proteins included markers of the different phases of the cell cycle, such as Wee1, BUBR1, pHistoneH3, pRB or p21 and p27, or different cyclins and CDKs, (Figure 6A). Representative tumors were chosen and lysed to prepare protein extracts as described in the materials and methods section. Proteins were separated in SDS-PAGE gels and the membranes probed with the indicated antibodies. For most of the proteins analyzed, no mayor differences in the control versus treated tumors were observed. Interestingly the levels of the cell cycle inhibitor p27 were upregulated in tumors from animals that had been treated with OOS (Figure 6A and B). p27 is an inhibitor of the Cyclin E/Cdk2 and Cyclin D/Cdk4 complexes, and its higher levels would slow down cell cycle progression, mainly blocking the cell cycle progression through the G1 phase. To analyze this hypothesis, HEL cells were *in vitro* treated with OOS, and the cell cycle profile was analyzed. In those conditions, an accumulation in the G1-phase population and a correlative G2-M decrease was detected (Figure 6C). Moreover, when p27 levels were analyzed *in vitro* in those conditions, a clear increase in this protein was observed in OOS treated cells (Figure 6D).

**Figure 6:**
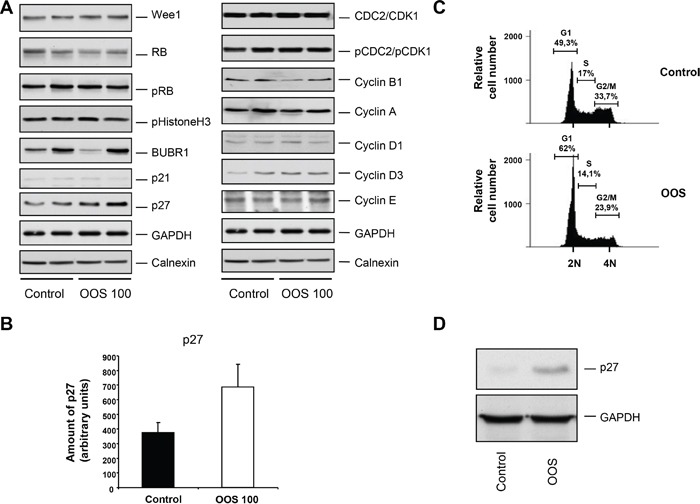
OOS causes accumulation of p27 and G1 arrest (A) Quantitation of the *in vivo* levels of cell cycle related proteins. The amount of the indicated proteins in the tumors was assessed by conventional WB. (B) The amount of p27 was quantified using the NIH image software, and the mean ± SD of such amount is represented in the graph. (C) Cell cycle analysis of HEL cells treated for 24 hours with OOS (1/50 dilution). The percentage of cells in the different phases of the cell cycle is shown. (D) Action of OOS (1/50) on p27 levels. HEL cells were treated for 24 hours with OOS and cell extracts prepared to analyze p27 by WB. GAPDH was used as a loading control.

### Transcriptional effect of OOS *in vivo*

In order to better understand the mechanisms by which OOS executes its action, we investigated the changes in gene expression profiles derived from the *in vivo* treatment with OOS. Thus, gene expression analyses were performed in triplicates of the tumors from control untreated animals and compared with those from animals treated with OOS that had exhibited a slower tumor growth. 

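The tumors were xenografts of HEL, a human erythroleukemia cell line, in mice, and RNA from each of 3 control and 3 OOS tumors was hybridized to 1 array. The OOS tumors came from mice given 100 μl of OOS per day, Monday to Friday, over 17 days. The controls are called untreated here, while the animal methods give them the vehicle, which is water in the legend of Figure 3. The paper describes the treated animals as having slower tumor growth and does not say whether tumors were chosen by it. The effect of treatment and that of any such choice cannot be told apart in these data. The methods name HG-U133 plus 2.0 arrays, but the IDs in the deposited table and in Supplementary Table 1 are transcript cluster IDs, and the platform table given with them is that of the Human Gene 2.0 ST array. The authors corrected, normalized and summarised the intensities with RMA in Affymetrix Expression Console, and the deposited values are log2 expression per transcript cluster. They run from 1.91 to 13.8, with a median of 4.77 to 4.81 per array, and were used as they are. Of 53617 clusters, 16098 (30.0%) have 1 gene symbol in the platform table, standing for 14884 genes, and 37519 have none. Of the 150 clusters of Supplementary Table 1, 72 are named by that table alone. OOS was compared with control in every cluster by limma (lmFit and eBayes) with Benjamini-Hochberg adjustment over all clusters, and a second call used a fold change of at least 1.5 with an unadjusted p under 0.05. Of the gene lists, 42 with at least 5 measured members were tested by camera with an inter-gene correlation of 0.01, with 1 cluster per gene. The tests, lists and rule for naming genes were chosen before the data were examined, but after the fold changes in Supplementary Table 1 had been seen. In data simulated from these arrays with independent noise, the adjusted test found 62.7% of clusters changed 2-fold and 10.4% of those changed 1.5-fold. The simulation held no differences between whole tumors, and its 200 planted changes, 66 of them 4-fold, ease the adjusted test for the rest. Both shares may therefore be too high for these tumors. The number of arrays limits the precision of every value.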

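The 6 tumors had similar expression profiles, and the treated tumors differed from one another more than the control tumors did. Pearson's r over all clusters, which are not independent replicates, was 0.991 to 0.993 among control tumors and 0.986 to 0.989 among OOS tumors. Between a control and an OOS tumor it was 0.987 to 0.991. Average-linkage clustering on 1 minus r over all 53617 clusters first set OOS tumor 1 apart from the other 5 tumors, and the 1000 most variable clusters gave the same first branch. The first principal component, with 29.1% of the variance, placed OOS tumor 1 (0.754) and OOS tumor 2 (-0.527) at opposite ends. The second component, with 22.3% of the variance, held the control tumors at 0.197 to 0.479 and the OOS tumors at -0.632 to -0.212. The mean distance between control and OOS tumors exceeded that within the groups by 0.000397 (exact permutation test over the 10 splits of the tumors, one-sided p = 0.3, where 0.1 is the smallest p that 3 tumors against 3 allow). The difference lay below 0 without control tumor 1 (-0.000856), control tumor 2 (-0.000802) or control tumor 3 (-0.000371). It was 0.00142 without OOS tumor 1, 0.00174 without OOS tumor 2 (exact permutation p = 0.1 each) and 0.00125 without OOS tumor 3 (exact permutation p = 0.2).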

Unsupervised clustering of the gene expression data associated samples into two groups, control and OOS-treated, indicating that treatment with OOS was able to sufficiently change the transcriptome to make treated samples to diverge from the untreated control tumors (Figure 7A). 

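Over all 6 tumors, genes higher and genes lower with OOS were about equally many, but not with some tumors left out. At 1.5-fold with an unadjusted p under 0.05 from limma, 264 transcript clusters were higher with OOS and 243 were lower, 507 in all. Of these, 87 higher and 81 lower clusters have a gene name. CRISP3, a secreted protein of granulocytes, had a log2 fold change of -1.46 (standard error 0.21, adjusted p = 0.717 from limma, n = 3 tumors per group). ERVFRD-1, the envelope gene of an endogenous retrovirus, had one of -1.20 (standard error 0.12), and TTN, which encodes titin, one of -1.13 (standard error 0.26). NID1, a basement membrane protein, was higher by 1.28 (standard error 0.27) on the log2 scale, ANK2, an ankyrin of the membrane skeleton, by 1.27 (standard error 0.28) and SLC37A1, a sugar phosphate transporter, by 1.31 (standard error 0.35). The 150 clusters of Supplementary Table 1, which the study chose on these tumors and which are not independent evidence, all differed in the direction listed there, and 123 of them passed both thresholds. No cluster reached an adjusted p under 0.05 in limma, where ERVFRD-1 had the lowest (0.684), or by the methods' t-test after the same adjustment, while 3144 (5.86%) had an unadjusted p under 0.05 in limma. Significance analysis of microarrays at a Q of 0.05 called 1, ERVFRD-1. The control and OOS tumors did not overlap in 398 of the 507 clusters and in 5985 (11.2%) of all clusters, where chance gives 10%. With the methods' t-test 242 clusters passed both thresholds. Of 53417 unchanged clusters in data simulated with independent noise, 362 passed in limma and 178 with the methods' t-test. In the real data, OOS tumor 1 with control tumors 1 and 2 against the other tumors gave 671 in limma, more than the 507. That split also had 4400 clusters at an unadjusted p under 0.05, more than the 3144. The 507 clusters of limma became 832 without OOS tumor 2 (328 higher, 504 lower), 754 without OOS tumor 1 (487 higher, 267 lower) and 687 without control tumor 3 (415 higher, 272 lower).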

Quantitative comparison of both conditions defined 150 (fold change of 1.5, Supplementary Table 1) deregulated genes. 

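Among the genes with the largest differences were SMAD6, an inhibitor of BMP signaling, the long noncoding RNA UCA1 and EPB41L4A, a protein of the band 4.1 family, all higher with OOS. SMAD6 was 2.15-fold higher, with a log2 expression of 6.88 ± 0.53 (SD, n = 3) in control tumors and 7.99 ± 0.29 (SD, n = 3) in OOS tumors. UCA1 had a log2 fold change of 1.14 (standard error 0.38) and EPB41L4A one of 1.18 (standard error 0.31). RP11-234O6.2, with -1.34 (standard error 0.17), and TLDC2, with -1.13 (standard error 0.28), were lower. Above 2-fold with an unadjusted p under 0.05 from limma, 40 clusters were higher with OOS and 36 were lower. Of these, 14 higher and 11 lower clusters have a gene name, and the cluster that decreased by 2.12 on the log2 scale, the most of all, has none. The groups did not overlap in 67 of the 76 clusters. By the group means, 23 of the 37 clusters above 2-fold in Supplementary Table 1 were above 2-fold. The count was 49 with the methods' t-test and 84 to 159 with 1 tumor left out, among them 137 without control tumor 3 (80 higher, 57 lower), 127 without OOS tumor 1 (84 higher, 43 lower), 159 without OOS tumor 2 (53 higher, 106 lower) and 119 without OOS tumor 3. With OOS tumor 1 and control tumors 1 and 2 set against the other tumors it was 125, above the 76 of control against OOS. UCA1 did not pass with the methods' t-test, by Tukey's biweight or without OOS tumor 1, OOS tumor 3 or control tumor 3, where its log2 fold change was 0.84 to 1.47.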

Of them, 33 genes were deregulated more than two-fold (Figure 7B). Within those genes the most downregulated gene after OOS treatment was the G protein coupled receptor 34 (GPR34) that was 2.96 times more expressed in the control condition. On the other hand the T cell receptor TARP was the most upregulated gene (4.77 times) after OOS treatment. 

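GPR34, a receptor for lysophosphatidylserine, was lower in all 3 OOS tumors than in any control tumor. Its log2 expression was 5.98 ± 0.34 (SD, n = 3) in control tumors and 4.56 ± 0.53 (SD, n = 3) in OOS tumors. This is a log2 fold change of -1.41 (standard error 0.28, adjusted p = 0.729 from limma), or 2.66 times more expression in the control tumors. The control tumors lay between 5.59 and 6.18 and the OOS tumors between 3.99 and 5.03, with OOS tumor 1 the lowest. With each tumor left out in turn, the log2 fold change was -1.65 to -1.13. In none of the 150 clusters of Supplementary Table 1, chosen on these tumors, did the groups overlap. The gap between groups is thus not independent evidence for GPR34 or for the other genes named from that table.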

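TARP, a protein read from the T cell receptor gamma locus, was higher in all 3 OOS tumors than in any control tumor. The cluster, which Supplementary Table 1 names TRGJP1 and TARP, had a log2 expression of 4.24 ± 0.90 (SD, n = 3) in control tumors and 6.01 ± 0.45 (SD, n = 3) in OOS tumors. This is a log2 fold change of 1.78 (standard error 0.44, adjusted p = 0.729 from limma), or 3.43-fold. Control tumor 3, at 5.26, lay closer to the OOS tumors (5.57 to 6.48) than to control tumors 1 and 2 (3.57 and 3.88), and without it the fold was 4.88. The fold was 2.73 without control tumor 1, 3.03 without control tumor 2 and 2.92 without OOS tumor 2. Another cluster that the platform table names TARP differed by 0.11 on the log2 scale (standard error 0.09, adjusted p = 0.938 from limma), at a low level of 3.62 in control and 3.73 in OOS tumors. Of 18 measured T cell genes, none was higher and 1 was lower at 1.5-fold with an unadjusted p under 0.05, SLAMF6, a receptor of lymphocytes, with a log2 fold change of -0.89 (standard error 0.13). The list did not pass limma's camera test (adjusted p = 0.616).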

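SCN9A, the pore-forming subunit of a voltage-gated sodium channel, was lower in the OOS tumors, and TSPAN33, a tetraspanin of the cell membrane found in erythroid cells, was higher. SCN9A had a log2 expression of 8.22 ± 0.18 (SD, n = 3) in control tumors and 7.08 ± 0.34 (SD, n = 3) in OOS tumors, a log2 fold change of -1.14 (standard error 0.18, adjusted p = 0.729 from limma). TSPAN33 had 6.55 ± 0.38 (SD, n = 3) in control tumors and 7.45 ± 0.36 (SD, n = 3) in OOS tumors, a log2 fold change of 0.90 (standard error 0.24, adjusted p = 0.740 from limma). For both genes every OOS tumor lay outside the range of the control tumors. Of 32 genes of a list of membrane receptors and channels 11 were measured. The SCN9A cluster above is not among them, as only Supplementary Table 1 names it and the lists use the platform table. Of the 11, 2 were higher, 2 were lower and 7 did not pass 1.5-fold with an unadjusted p under 0.05. TSPAN33 and F2RL2, a receptor of the thrombin receptor family, were the higher members, and GPR34 and GPR65, a proton-sensing receptor, the lower ones. F2RL2 had a log2 fold change of 0.84 (standard error 0.21) and GPR65 one of -0.78 (standard error 0.10). These 4 pass when adjusted over the list alone and none does over all genes, and all 4 are in Supplementary Table 1, chosen on these tumors, so the first count is not independent evidence. The list as a whole went neither way in limma's camera test (adjusted p = 0.535).

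**Figure D1:**
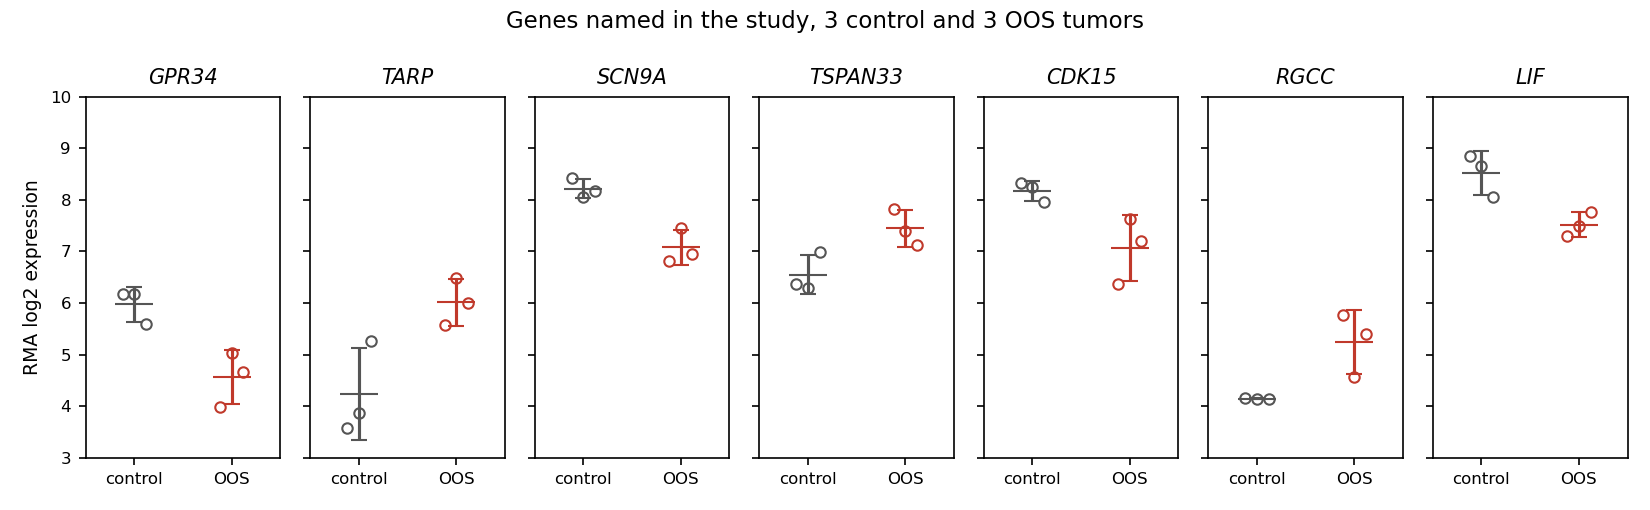
RMA log2 expression of GPR34, TARP, SCN9A, TSPAN33, CDK15, RGCC and LIF in each of 3 control and 3 OOS tumors, with circles for tumors, wide bars for means and error bars for the SD. For each gene no OOS tumor lies within the range of the control tumors. All are from Supplementary Table 1, chosen on these tumors, and the groups did not overlap in any of its 150 clusters. The gap is thus not independent evidence.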

Besides within the deregulated genes there are other genes related to membrane receptors or ionic channels, such as SNC9A or TSPAN33. Pathway analyses defined routes particularly affected by the treatment with OOS. 

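Taken as lists, genes of mast cells and basophils were called lower and erythroid, heat shock and cholesterol synthesis genes higher in the OOS tumors by camera, but most members of each did not pass on their own, and no list was called with an estimated correlation or by fry. The mast cell and basophil list had a median log2 fold change of -0.30 over 22 measured genes (-0.43 to -0.215 with 1 tumor left out). Of these genes 5 were lower, none was higher and 17 did not pass 1.5-fold with an unadjusted p under 0.05 (camera adjusted p of the list = 3.69e-09; adjusted p = 0.37 with an estimated correlation). Its lower members include HPGDS, a prostaglandin D2 synthase, at -0.91 (standard error 0.20) and SIGLEC6, a sialic acid receptor, at -0.81 (standard error 0.28). SIGLEC6 did not pass with the methods' t-test, or by Tukey's biweight (-0.86), which keeps the p of that t-test. Nor did it pass without OOS tumor 1 (-0.48), control tumor 1 (-0.75) or control tumor 2 (-0.76). Of 37 listed erythroid genes 13 were measured, with a median of 0.16 (0.11 to 0.28 with 1 tumor left out, the highest without control tumor 3). TSPAN33 was higher, none was lower and 12 did not pass (camera adjusted p of the list = 1.64e-04; adjusted p = 0.393 with an estimated correlation). HEMGN, a nuclear protein of erythroid cells, was at 0.58 (standard error 0.12) and EPB42, protein 4.2 of the red cell membrane, at 0.50 (standard error 0.15). 
The 13 heat shock genes had a median of 0.22, with 2 higher, none lower and 11 not passing (camera adjusted p = 1.64e-04; adjusted p = 0.393 with an estimated correlation; adjusted p = 0.0761 without OOS tumor 3). The median was 0.12 without OOS tumor 3, 0.14 without control tumor 1, 0.39 without control tumor 3 and 0.40 without OOS tumor 1. The mean deviation of these genes was -0.076, 0.044 and 0.481 in OOS tumors 1 to 3 and -0.334, -0.123 and 0.008 in control tumors 1 to 3, so that OOS tumor 1 lay below control tumor 3. The higher ones are the chaperone HSPA6, at 0.69 (standard error 0.14) and 0.58 without OOS tumor 3, where it did not pass, and its partner BAG3, at 0.60 (standard error 0.23). BAG3 passed without OOS tumor 1 or control tumor 2, but not without any of the others (0.40 to 0.64), with the methods' t-test or by the biweight (0.57). Of 17 cholesterol genes, with a median of 0.11 (0.06, 0.22 and 0.20 without OOS tumors 1, 2 and 3), HMGCS1, an enzyme of the mevalonate pathway, was higher at 0.76 (standard error 0.17), and the sterol sensor INSIG1 was at 0.50 (standard error 0.09; camera adjusted p of the list = 0.00423; adjusted p = 0.393 with an estimated correlation; adjusted p = 0.115 without OOS tumor 1). When adjusted over the list alone, 7 mast cell and basophil genes were lower, 5 erythroid genes higher and 1 lower, 1 heat shock gene higher and 2 cholesterol genes higher, against none over all genes. Supplementary Table 1, chosen on these tumors, holds 4, 1, 2 and 1 members of these lists, whose direction is not independent evidence. In all, 16 lists were called higher and 3 lower by camera, among them housekeeping genes with a median of 0.09 (0.06 without control tumor 1), which were called in 3 of 11 settings with the preset correlation. These 19 lists became 8, 11 and 11 without control tumors 1, 2 and 3, 12, 10 and 10 without OOS tumors 1, 2 and 3, 11 with arrays centred on their median and 10 in the brighter 26809 clusters. None was called with an estimated correlation (3 at an unadjusted p under 0.05) or by fry, which tests whether a list moves one way and does not set it against other genes (lowest adjusted p = 0.113; 8 at an unadjusted p under 0.05), against 21 lists at an unadjusted p under 0.05 by camera.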

A complete listing of the results of pathway analyses is shown in Supplementary figure 1. 

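Among cell cycle genes CDK15, a kinase of the CDK family, was lower and RGCC, a regulator of CDK activity, was higher in the OOS tumors. CDK15 had a log2 expression of 8.17 ± 0.19 (SD, n = 3) in control tumors and 7.07 ± 0.63 (SD, n = 3) in OOS tumors, a log2 fold change of -1.11 (standard error 0.29, adjusted p = 0.740 from limma). RGCC had 4.15 ± 0.01 (SD, n = 3) in control tumors and 5.24 ± 0.62 (SD, n = 3) in OOS tumors, a log2 fold change of 1.09 (standard error 0.28, adjusted p = 0.729 from limma). Its level was low: the control tumors, and OOS tumor 2 at 4.56, lay below the median of every array (4.77 to 4.81). Among 14 measured members of a list of G1 cyclins, G1 kinases and CDK inhibitors, only CDK15 and RGCC passed 1.5-fold with an unadjusted p under 0.05. Both are in Supplementary Table 1, chosen on these tumors. The list did not pass limma's camera test (adjusted p = 0.795). CDKN2A was the only CDK inhibitor gene measured in it, at a low 3.62 in control and 3.49 in OOS tumors. The genes of p21 and p27 were not analysed here. None of 27 G2/M and mitosis genes passed, but 21 were higher, with a median of 0.13 (camera adjusted p = 0.00611; adjusted p = 0.488 with an estimated correlation; adjusted p = 0.300 and median 0.06 without OOS tumor 2). Their mean deviation was 0.045 and 0.135 in OOS tumors 1 and 2, but -0.048 in OOS tumor 3, level with the control tumors (-0.055 to -0.031). None of 27 G1/S and E2F target genes passed either, with a median of 0.06, and 0.09 without OOS tumor 1 (camera adjusted p = 0.0421; adjusted p = 0.393 with an estimated correlation). Without control tumor 1, control tumor 3, OOS tumor 2 or OOS tumor 3 the adjusted p of this list was 0.0572, 0.101, 0.107 and 0.0690 by limma's camera.
Of 18 TGF-beta and BMP pathway genes, 3 were higher, none was lower and 15 did not pass, with a median of 0.10 (camera adjusted p = 5.73e-04; adjusted p = 0.37 with an estimated correlation). Besides SMAD6, these are SMAD7, another inhibitory SMAD, at 0.61 (standard error 0.10), which did not pass without control tumor 2 (0.56) or OOS tumor 2 (0.58), and the transcriptional repressor HEY1 at 0.67 (standard error 0.13), which did not pass without OOS tumor 3 (0.55). When adjusted over the list alone 4 were higher, against none over all genes. Supplementary Table 1 holds 4 members of this list, chosen on these tumors, and without them the list did not pass limma's camera test (adjusted p = 0.222). Of 25 EGFR and ERK output genes, LIF was lower and 24 did not pass, while the median was 0.12 (camera adjusted p = 0.0429; adjusted p = 0.393 with an estimated correlation). Without control tumor 1, control tumor 3 or OOS tumor 3 its adjusted p was 0.112, 0.0724 and 0.0690 by limma's camera, and in the brighter 26809 clusters it was 0.0780. Of 19 genes of the IGF system, IGFBP5, a secreted IGF-binding protein, was higher and 18 did not pass (camera adjusted p of the list = 0.142). IGFBP5 had 7.29 ± 0.64 (SD, n = 3) in control tumors and 8.57 ± 0.42 (SD, n = 3) in OOS tumors, a log2 fold change of 1.28 (standard error 0.34, adjusted p = 0.740 from limma).

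**Figure D2:**
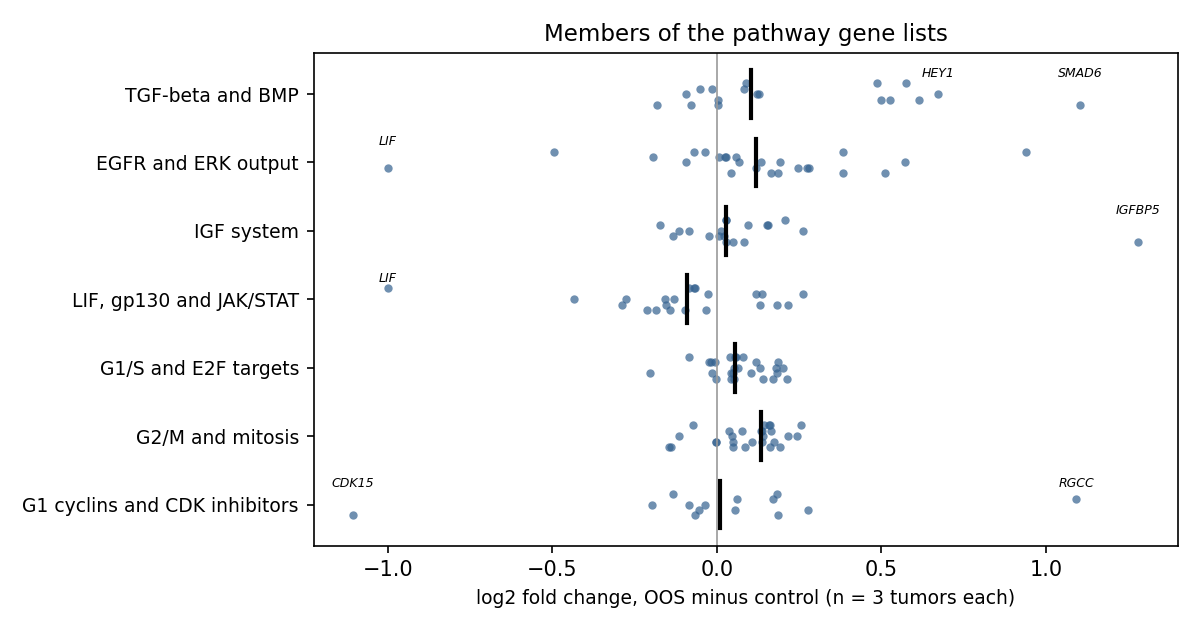
Log2 fold change, OOS minus control (n = 3 tumors each), of every measured member of 7 gene lists, with 1 point per gene and a black bar at the median of each list. CDK15 at -1.11 and RGCC at 1.09 lie far from the other members of their list, as does IGFBP5 at 1.28 from the other IGF genes.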

Among the routes affected were genes involved in cell cycle regulation, as CDK15 or RGCC, or other genes involved in EGFR, IGF or TGF beta signaling or the leukemia inhibitory factor (LIF).

**Figure 7:**
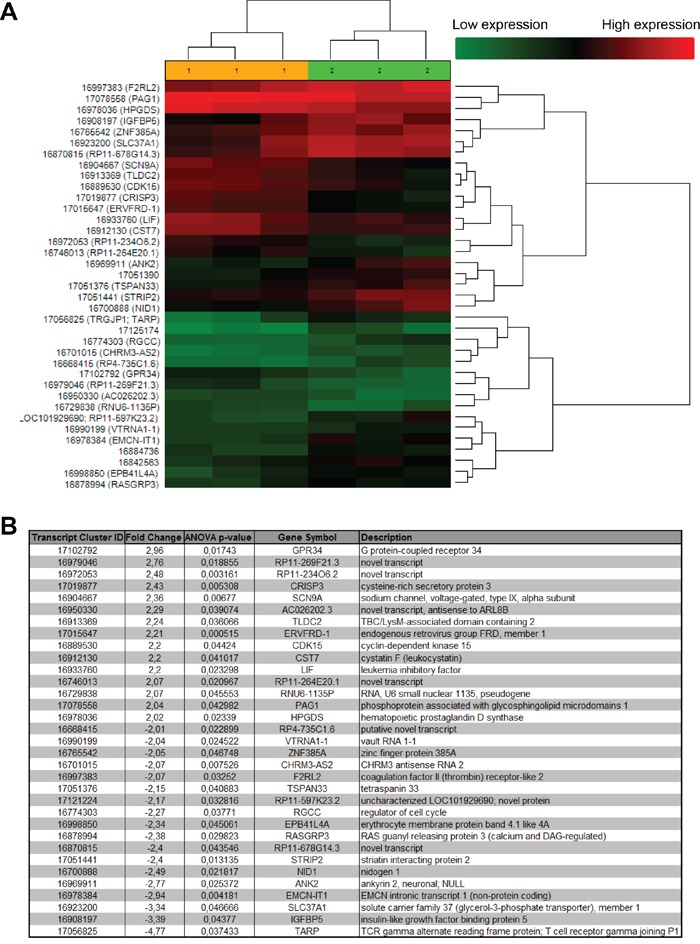
*In vivo* effect of OOS on gene expression profiles (A) Hierarchical clustering of the 6 tumors and the 37 genes deregulated after OOS treatment. Each row represents a gene and each column represents a tumor (1- control, 2- OOS treated). The expression level of each gene in each tumor is relative to its medium abundance across all the tumors and is depicted according to the color scale shown. Red and green indicate high or low expression levels, respectively. (B) The gene expression profile of three control tumors was compared to that of three tumors treated with 100 μl of OOS. A list with those genes whose expression changed above 2 times with the treatment is shown in the figure.

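Over the 37 clusters above 2-fold in Supplementary Table 1 the first branches of the tree were the 3 control and the 3 OOS tumors. Genes that set these branches apart include EMCN-IT1, an intronic transcript of the endothelial gene EMCN, with a log2 fold change of 1.46 (standard error 0.20) between OOS and control tumors. RP11-597K23.2 was higher with OOS by 1.41 (standard error 0.33), while RP11-269F21.3 had -1.27 (standard error 0.26). Of the 37 clusters, 33 have a gene name in the study's table. The mean distance between control and OOS tumors exceeded that within the groups by 0.202 (exact permutation test over the 10 splits, one-sided p = 0.1, the smallest possible), and by 1.40 with each cluster centred on its mean. These clusters had been chosen for their difference between the same 6 tumors, so their separation is not independent evidence of it. From the clustering in Figure 7A, the paper concludes that OOS changed the transcriptome enough for treated tumors to diverge from untreated ones.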

## DISCUSSION

In this study we have evaluated the antitumoral effect of OOS in AML, using both *in vitro* and *in vivo* models. OOS induced a clear decrease in MTT metabolization, indicative of antitumoral effect, in the different AML derived cell lines tested, and such reduction was both time and dose dependent. Moreover, OOS reduced tumor progression *in vivo* in mice implanted with the cell line HEL, which was the most sensitive cell line to OOS *in vitro*, and was used to generate xenograft models. OOS treatment slowed down tumor growth without apparent toxicity, since the weights of the control and treated mice were analogous, and no detectable changes in their behavior were observed. Thus, OOS demonstrated a clear effect on AML tumor progression.

Since OOS is a nutritional supplement that includes recognized anti-oxidants in its formulation, chances are that these agents would also have a preventive action *in vivo*. In fact this action has been recently described for other models such as breast cancer models in which OOS has antitumor effects both preventive, and once the tumors have been established [14]. If OOS could also have such a preventive action on AML models should be similarly tested.

To gain insights into the mechanisms leading to the reduction of tumor burden *in vivo*, several studies were carried out. To evaluate if it was due to a reduction in cell duplication, an increase in cell death or both, sections of the tumors were stained with appropriate markers. There was no effect of OOS on cell death since no differences on the number of cells stained by TUNEL were observed when compared to tumors from untreated animals. Similarly, no differences on the vascularization marker CD31 were found. It was only when the proliferation marker Ki67 was used to stain the sections when significant differences were found. Tumors from animals treated with OOS exhibited a lower percentage of cells stained with this marker, pointing to a decrease in cell proliferation in those conditions. To better characterize this effect, the amount and status of different cell cycle markers were determined by WB. There were no differences in the CDKs or cyclins tested. The main differences were observed in the levels of p27^Kip1^. This is an inhibitor of cell cycle progression encoded by the CDKN1B gene and whose presence prevents the activation of the cyclin E-CDK2 and cyclin D-CDK4 complexes, and thus blocks the cell cycle at the G1 phase [19]. In fact p27 has been described to play a role in carcinogenesis, and could probably be used as a prognostic factor in different tumors, as well as an indicator of response to therapies [20]. Besides these data corroborate those found for the mechanism of action of OOS on breast cancer models. In that model OOS induces both cell death and cell cycle arrest in G1, this latter due to an increase in p27 levels, concomitant with a decrease in cyclin D1 [14].

So far, the general mechanism of OOS action is not clear, although it points to inhibitory effects on cell cycle progression. The analysis of the genes whose expression changed after OOS treatment identified some involved in cell cycle regulation and progression such as CDK15 or RGCC. The function of these proteins as cell cycle regulators is not fully known and its potential role in AML should be carefully analyzed in this context. Interestingly, OOS caused a decrease in the amount of LIF. This polypeptide acts by binding to the LIF receptors and gp130, and such binding triggers the activation of several signaling pathways, including the JAK/STAT, MAPK, and PI3K routes. 

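LIF, a cytokine of the interleukin 6 family, was lower in all 3 OOS tumors than in any control tumor. Its log2 expression was 8.52 ± 0.42 (SD, n = 3) in control tumors and 7.52 ± 0.24 (SD, n = 3) in OOS tumors, a log2 fold change of -0.999 (standard error 0.22, adjusted p = 0.729 from limma). The control tumors lay between 8.05 and 8.85 and the OOS tumors between 7.29 and 7.77. LIF is in Supplementary Table 1, chosen on these tumors, so this gap is not independent evidence. Of 22 measured genes of LIF, gp130 and JAK/STAT signaling, LIF was the only one past 1.5-fold with an unadjusted p under 0.05, and 21 did not pass. The list had a median of -0.09, with 16 members lower and 6 higher (camera adjusted p = 0.0497; adjusted p = 0.393 with an estimated correlation; adjusted p = 0.112 without LIF, which is in Supplementary Table 1). Without control tumor 1, control tumor 3 or OOS tumor 1 the adjusted p of the list was 0.0593, 0.0952 and 0.609 by limma's camera, and in the brighter 26809 clusters it was 0.0505. The values are of RNA in the tumors and do not measure the protein.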

In different cell types, LIF may exert opposite effects including stimulation or inhibition of cell proliferation [21].

One of the characteristics of AML is the replacement of normal blood cells with leukemic cells, which makes the patients more susceptible to infections [22, 23]. In our study OOS seems to stimulate the immune system through the production of IL6. Thus, if OOS not only blocks the proliferation of AML cells, but also stimulates the immune system, patients could benefit from this double advantage.

Most antitumor therapies rely on the combination of agents to increase the antitumor action of the individual agents [15]. In this respect, when OOS was used in combination with AML standard of care treatments, a potentiation of their antiproliferative effect was found. This observation would establish the rationale to test the therapeutic potential of OOS in AML patients alone or in combination with other antitumoral agents. Especial attention should be paid to patients with relapsed AML, since in them the therapeutic options are very limited and in most of the cases, only palliative care can be offered [24]. In this group of patients OOS addition to gold standard therapies could augment their antitumoral properties and be, therefore, an interesting therapeutic option.

## MATERIALS AND METHODS

### Reagents and antibodies

Cell culture media, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT), hematoxylin and eosin were purchased from Sigma. Foetal bovine serum (FBS) and antibiotics were from Life Technologies and Immobilon P (PVDF) membranes from Millipore. OOS was provided by Catalysis, S.L. (Madrid, Spain). The Cytometric Bead Array Mouse Inflammation kit was purchased to BD biosciences. Other generic chemicals were purchased from Sigma Chemical Co., Roche Biochemicals or Merck.

The origin of the different antibodies used in the Western blotting analyses were as follows: the anti-GAPDH, anti-p21, anti-Wee1, anti-CDC2/CDK1, anti-pCDC2, anti-Cyclin B and anti-Cyclin D1 antibodies were purchased from Santa Cruz Biotechnology; the anti-BUBR1, anti-Rb, anti-Cyclin A, anti-Cyclin D3 and anti-Cyclin E from BD Biosciences; the anti-p27 and the anti-pRb^S780^ from Cell Signaling technology; the anti-Calnexin from Stressgen and the anti-pHistone H3 from Millipore. The horseradish peroxidase-conjugated secondary antibodies were from Bio-Rad.

### Cell culture, cell cycle and cell proliferation measurement

AML cell lines were grown in RPMI 1640 medium supplemented with 10% FBS and antibiotics. All the cell lines were cultured at 37°C in a humidified atmosphere in the presence of 5% CO_2_-95% air. The cell lines were obtained from the American Type Culture Collection, Cell Biology Collection (Manassas, VA), or have already been described [25].

For cell cycle analysis by flow cytometry, ethanol fixed cells were stained with 5 μg/ml propidium iodide (PI) and 250 μg DNAse-free RNAse. A total of 50,000 cells were acquired in the propidium iodide gate by using a BD Accuri^TM^ C6 flow cytometer and the C6 software (BD Biosciences).

Cell proliferation of AML cells was examined using a modified MTT metabolization assay [26]. Briefly, cells were plated in triplicates and, on the day of the experiment, MTT was added to the wells at 0.5 mg/ml and incubated at 37°C for 4 hours. The MTT-formazan crystals were dissolved in isopropanol-HCl and the absorbance of the samples was recorded at 570 nm using a Tecan spectrophotometer with the X-Fluor 4 software. At least three wells were analyzed for each condition, and the results are presented as the mean +/− SD of a representative experiment repeated at least twice.

### In vivo experiments

For animal studies, twenty-four 7-week-old female athymic mice (CB17-SCID) were purchased from Charles River Laboratories (Wilmington, MA), and kept in pathogen free housing at our Institutional Animal Care Facility. One week later, 3×10^6^ HEL cells resuspended in 50 μl of RPMI-1640 and 50 μl of Matrigel were subcutaneously injected into the right caudal flank of each animal. When tumors became palpable, mice were randomized into four groups (n = 6 per group), that were administered the different treatments: control group (receiving the vehicle alone) or various concentrations of OOS, including 100 μl, 200 μl, or 300 μl per mouse (20 g). Treatments were administered for 17 days with a daily schedule (Monday to Friday) by oral gabage. Mice were weighted and tumors measured twice a week with a digital caliper (Proinsa, Vitoria, Spain). Tumor volumes were calculated using the following formula: V = (L/2) x (W/2)^2^ x 4/3 x π, where V = volume (cubic mm), L = length (mm) and W = width (mm). At the time of sacrifice, tumor tissue was resected and immediately frozen at −80°C. Besides, blood was extracted by intracardiac injection, and the sera collected and frozen at −80°C for further analyses.

### Protein extraction and Western blotting (WB)

Frozen mice tumor samples were minced, washed with phosphate-buffered saline (PBS), and homogenized in ice-cold lysis buffer [26], that had been supplemented with 10X protease inhibitors using a tight-fitting Dounce homogenizer. This homogenate was centrifuged at 4°C, and the supernatants were transferred to new tubes for protein concentration measurement by Bradford assay. Boiled samples were separated on 6%–15% SDS-PAGE gels, depending on the molecular weight of the proteins to be analyzed, and after electrophoresis, proteins in gels were transferred to PVDF membranes and WB performed as previously described [26]. Bands were visualized by using ECL Western Blotting Detection System (GE Healthcare, Buckinghamshire, United Kingdom). Similarly, protein extracts from OOS-treated cells were prepared and analyzed.

### Analysis of circulating cytokines

To determine the amount of different cytokines present in mice serum samples, the BD^TM^ CBA Mouse Inflammation kit was used, following the providers' instructions. Briefly, sera to be tested were thawn on ice while in parallel the capture beads specific for the cytokines were properly mixed and 50 μl added to the assay tubes. On top of them, either 50 μl of the unknown samples, or the mouse inflammation standards previously prepared by serial dilution were added and incubated in the dark for 2 hours at room temperature. One ml wash buffer was added and the beads spun down. After aspirating the supernatant, pellets were resuspended in 300 μl wash buffer and samples analyzed in a BD Accuri^TM^ C6 cytometer. Data were further analyzed using the BD FCAP Array^TM^ software version 3.0.

### Histological and immunohistochemistry (IHC) analyses

Representative tumor areas were fixed in formalin, paraffin embedded, cut in 2- to 3-μm sections, and either stained with hematoxylin and eosin or prepared for IHC, that was performed as previously described [27]. Thus, 2 cell conditioning periods of 8 min at 95°C and 4 min at 100°C on hot plate using TRIS-EDTA (pH=8) buffer were performed on previously dewaxed formalin-fixed paraffin-embedded sections. Sections were then incubated with the anti-Ki67 or anti-CD31 antibodies, and the staining was performed with the IHC 3,3′-diaminobenzidine MAPO system (Ventana Medical Systems). For the TUNEL staining the In Situ Cell Death Detection Kit (Roche Mannheim, Germany) was used, and counterstained with 4′,6-diamino-2-phenylindole. Results were evaluated blinded to clinicopathologic and molecular data. The number and intensity of immunoreactive cells were evaluated in at least ten randomly selected fields. These procedures were done by independent personnel of the pathology unit of our center. Conflict measurements were solved by consensus.

### RNA isolation, cDNA synthesis and microarray hybridization and analysis

After thawing, tumors were excised and lysed in Trizol Reagent (Life Technologies), according to the manufacturer' instructions. Briefly, tumors were homogenized (Dispomix, L&M Biotech, Holly Springs, NC, USA) and incubated in the Trizol solution for 2 minutes at room temperature, before the addition of chloroform. Tubes were vigorously shaken and the different phases separated by centrifugation. The upper, aqueous phase was recovered and the RNA present precipitated with isopropyl alcohol. Once washed in 70% ethanol the resultant RNA was column-purified (Qiagen, RNeasy mini kit) and its integrity was assessed (Agilent 2100 Bioanalyzer, Agilent). Biotinylated complementary RNA was then synthesized (Enzo Life Sciences) and hybridized to HG-U133 plus 2.0 GeneChip oligonucleotide arrays (Affymetrix). Quantitation of fluorescence intensities of probesets was done using the GenArray Scanner (Hewlett Packard). Unprocessed files were normalized using the RMA algorithm implemented in the Affimetrix Expression Console. Differentially expressed genes were identified using significant analysis of microarrays, selecting all genes with a value of Q≤0.05. Microarray data are now available through the GEO repository database (reference GSE75174).

### Statistical analysis

Each condition was analyzed in triplicate or quadruplicate and data are presented as the mean ± SD of at least three independent experiments. Comparisons of continuous variables between two groups were performed using two-sided Student's *t* test. Differences were considered to be statistically significant when *P* values were less than 0.05.

## SUPPLEMENTARY TABLE AND FIGURE

How the deposited data were processed for this re-analysis (not part of the article)

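RNA from 3 control and 3 OOS xenograft tumors of the human cell line HEL was measured on 1 array each. The authors corrected the background, quantile-normalized between arrays and summarised the probe intensities to transcript clusters with RMA in Affymetrix Expression Console, and the deposited values are the resulting log2 expression values, not centred per gene. The submitters' notes also name Transcriptome Analysis Console 3.0. The scale and direction were checked on Supplementary Table 1, whose folds differ by at most 0.0045 on the log2 scale from those of Tukey's one-step biweight of the deposited values, computed as control over OOS. All other differences are given as OOS minus control. No background or detection values were used.

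The table holds 53617 transcript clusters, all of which were tested. Gene names come from the platform table (16098 clusters with 1 symbol, none with several, 37519 without) and, for 72 clusters, from Supplementary Table 1, while 22 clusters of that table stay unnamed. In 2113 clusters the values of all 6 arrays are those of another cluster, so counts of clusters hold some measurements more than once. Names of neighbouring genes on chromosomes come from a RefSeq gene table, and no coordinates are given. The spread of a set of these genes was resampled 1000 times.

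Groups were compared by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, prior degrees of freedom 3.25) with Benjamini-Hochberg adjustment over all clusters. Further calls used a fold change of at least 1.5, or above 2, with an unadjusted p under 0.05. Groups were called apart where the 3 values of one lay all above the 3 of the other. Gene lists and classes, 51 in number, were matched to the platform table, with 1 cluster per gene (the brightest over all arrays), and the 42 with at least 5 members were tested by limma's camera with an inter-gene correlation of 0.01. The named genes are those that the text names from this experiment, the 10 largest changes each way among clusters with a symbol past the thresholds and with groups apart, the genes of the proteins of Figure 6A with MKI67 and PECAM1, and up to 4 members of each list described. Arrays were clustered by average linkage on 1 minus Pearson's r, with an exact permutation test over the 10 splits of the tumors. Other computing used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

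Alternatives were eBayes with a trend and robust prior, the methods' t-test, array weights, centring on the median, quantile normalization again, the brighter 26809 clusters, clusters with 1 symbol, a replicate block, each tumor left out, Tukey's biweight for the fold with the p of the methods' t-test, and significance analysis of microarrays over the 20 assignments of the labels. For clustering they were Euclidean distance with complete linkage and other choices of clusters, and for lists an estimated correlation, fry and the mean over the clusters of a gene. The scripts were tested on simulated data with 200 changed clusters and independent noise, without differences between whole tumors. There limma at an adjusted p under 0.05 found 10.4% of clusters changed 1.5-fold, 62.7% of those changed 2-fold and 97.0% of those changed 4-fold. The call at 1.5-fold found 38.8%, 97.0% and 100% of them, and also called 362 of 53417 unchanged clusters. Of 4 lists shifted by 0.3 on the log2 scale, camera called 4, with the preset and with the estimated correlation. Fry also called 4, and 1 of 36 lists that were not shifted, where camera called 0. The simulated genes were not correlated, so this cannot decide between the preset and the estimated correlation. The pathway analysis of Supplementary figure 1 was not repeated, since its gene sets were not used here.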

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

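These tests were chosen only after the result was seen: the splits behind the counts at an adjusted p, at 1.5-fold and at 2-fold, the shuffles of gene order with their windows of 25 genes and bound of -0.2, the comparison with gene-dense chromosomes, the stretch of chromosome 17 with the resampling of its genes, the mast cell and erythroid lists without the genes of Supplementary Table 1, and the use of the planned runs without 1 tumor as a test of these 2 lists.

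Camera called lists of 2 lineages that the paper does not discuss: mast cell and basophil genes, with a median log2 fold change of -0.30 in the OOS tumors against control, and erythroid genes, with one of 0.16, though 17 of 22 and 12 of 13 members did not pass 1.5-fold with an unadjusted p under 0.05. Both lists were called without each tumor in turn (highest adjusted p = 0.00480, camera in limma), which argues against a single tumor as the whole cause. Both were also called without the genes of Supplementary Table 1 (higher adjusted p = 0.00250, camera in limma). The lists were written knowing that table, so this run cannot decide whether the study's own choice of genes plays a part. Neither list was called with an estimated correlation (adjusted p = 0.37 and 0.393) or by fry. The mean changes of the 2 lists differed by 0.684, against 0.548 in the highest of the other splits, and only 1 of the 10 splits, the real one, was as large, but 10 splits are too few for a share under 0.05. The lists also hold 4 and 1 genes of Supplementary Table 1, chosen on the real split, which favored that split in advance. The splits were not run without these genes. The state of the HEL cells was not tested as a source. Treatment and any choice of tumors by slower growth cannot be told apart in this design.

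In OOS tumor 1, runs of neighbouring genes on chromosome 17 were lower than in the other tumors, a signal outside the genes the paper discusses: 5 of 22 windows there (UNC119 to NSRP1, BLMH to CCL5, COX11 to PRR11, GDPD1 to CSH2 and GH2 to KIF19) had a median at or below -0.2, the median of their 125 genes was -0.26, and of 312 windows on all chromosomes 7 did so in OOS tumor 1, with 1 each on chromosomes 1 and 6, and none in another tumor. Chance order of the genes is argued against by 0 of 1000 shuffles with as many low windows, a trend of gene-dense chromosomes by the median of 0.0499 on chromosomes 16, 19 and 22, and dim genes by the median of -0.367 in the 42 brightest genes of the windows. The lower signal reached past these windows, over 15 neighbouring windows from UNC119 to RNF213 (median -0.15 over 375 genes), while the 6 windows before them had a median of 0.04. A copy-number difference in the cells of that tumor stays open as a hypothesis: the quartiles of the 125 genes lay 0.333 apart, above the 0.3 set beforehand as the bound against it, but resampling the genes gave 0.284 to 0.433 (95%), which includes that bound, while the quartiles of the 150 genes before the stretch lay 0.192 apart. No condition of the design accounts for a single tumor, so no biological explanation tied to the treatment was tested.

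The split of OOS tumor 1 with control tumors 1 and 2 against the others called 671 clusters at 1.5-fold with an unadjusted p under 0.05 in limma, the most of any split, against 507 for control against OOS. In the brighter 26809 clusters it called 460 against 359, which argues against dim clusters as its whole cause. After quantile normalization again it called 667 against 514, but the deposited values were already quantile-normalized and the counts hardly moved, so array scaling stays open. Without OOS tumor 1 the counts were 770 and 754, too close to tell whether this tumor alone makes the difference. No biological explanation was tested, as the labels name nothing that these tumors share.

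The 10 splits of the 6 tumors are too few for a share under 0.05 for any count. At an adjusted p under 0.05 the real count and the highest of the other splits were both 0 in limma, so that all 10 splits were as large. At an unadjusted p under 0.05 alone they were 3144 and 4400. At 1.5-fold they were 507 and 671 and at 2-fold 76 and 125, with 2 splits as large each. For the clusters of Supplementary Table 1 they were 123 and 8, and for gene lists 19 and 6, with only 1 split as large, the real one. The clusters of that table were chosen on the real split, so 123 against 8 was set in advance and decides nothing. Lists that hold its genes were written knowing them. Without those genes 8 lists were called in the real split, and the other splits were not run in this way.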

How the results depend on the processing

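The alternatives without the cluster IDs below the first named ID, with or without the biweight, and the lists without the genes of Supplementary Table 1 were chosen only after the data were seen. Where no cause is named, the cause was not tested. Of 1525 values of 103 named genes under alternatives, none changed sign in a call, 1433 kept their side of the thresholds, 38 lost a call and 54 gained one. Of 542 values of 42 lists, 414 kept theirs, 124 lost a call and 4 gained one, and mast cell and basophil, erythroid and TGF-beta and BMP genes were called in 11 settings with the preset correlation, but in the remaining one, without the genes of Supplementary Table 1, the TGF-beta and BMP list was not (adjusted p = 0.222, camera in limma).

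The adjusted count of 0 was 1 by significance analysis of microarrays and 0 to 1 with 1 tumor left out, with 1 without control tumor 3. The 507 clusters at 1.5-fold became 242 with the methods' t-test, 254 with Tukey's biweight and that test, 180 with these but without the low IDs, and 109 among clusters with 1 symbol, where fewer are tested. With 1 tumor left out they were 484 to 832, with 832 (328 higher, 504 lower) without OOS tumor 2. The 76 at 2-fold became 49 with the methods' t-test, 13 with 1 symbol and 84 to 159 with 1 tumor left out. The 123 of Supplementary Table 1 became 43 with 1 symbol, since most of its clusters have none. The separation of the arrays was -0.000856 to 0.00174 with 1 tumor left out, below 0 without any 1 of the control tumors.

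The 19 gene lists became 0 with an estimated correlation and 0 by fry (3 and 8 at an unadjusted p under 0.05), 10 in the brighter 26809 clusters, 11 with arrays centred on their median, 8 to 12 with 1 tumor left out and 8 without the genes of Supplementary Table 1. The replicate numbers do not pair the tumors (correlations of same-numbered deviations 0.092, -0.127 and 0.042, where control tumor 1 was closer to OOS tumor 1 than to the others and control tumors 2 and 3 were closer to OOS tumors of another number). With a replicate block 583 clusters passed at 1.5-fold, and the LIF and JAK/STAT, glycolysis and housekeeping lists were not called. This block gained the lists of prostaglandin and leukotriene genes (adjusted p = 0.0442, camera in limma) and of superoxide, peroxide and metallothionein genes (adjusted p = 0.03995, camera in limma). The files hold no background values, so the limit of detection is unknown, and among those brighter clusters 359 passed at 1.5-fold.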

Differences from the paper's values

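The alternative without the cluster IDs below the first named ID was chosen only after the data were seen, and all others before the data were examined. The paper's count of deregulated genes at a fold change of 1.5 is 150, and here 507 clusters passed 1.5-fold with an unadjusted p under 0.05 in limma. Supplementary Table 1 shows both thresholds, while the methods name a Q of 0.05 instead. Among clusters with 1 gene symbol 109 passed, within 1.5 times the paper's count, though this drops 107 of the paper's 150. All other alternatives chosen before the data were examined gave 242 to 832. The biweight with the methods' t-test gave 254 and called every cluster of the table, including the 27 below 1.5-fold in limma. The same without the clusters with IDs below the first named one, chosen after seeing the values, gave 180 and dropped 0 of the paper's 150.

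The paper's count above 2-fold is 33 in its text and 37 in the legend of Figure 7A, against 76 here. Supplementary Table 1 holds 37 such clusters, of which 33 have a gene name. The methods' t-test gave 49, within 1.5 times both counts, and the brighter 26809 clusters gave 53, within 1.5 times the paper's 37 only. The other alternatives gave 13 to 159 and lay outside both. The biweight with the methods' t-test without the low IDs, chosen after seeing the values, gave 51, within 1.5 times the paper's 37 but not its 33, and dropped 0 of the paper's 150.

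The paper names GPR34 as the gene that decreased most. By group means CRISP3 had a log2 fold change of -1.46 and GPR34 one of -1.41, and a cluster without a gene name decreased by 2.12, while by the biweight the folds were 2.43 for CRISP3 and 2.96 for GPR34. TARP was the largest increase here as in the paper. The paper states that unsupervised clustering parted control from OOS tumors. Over all clusters the first branch here was OOS tumor 1 alone, and over the 37 clusters the branches were the control and the OOS tumors. The methods call genes by significance analysis of microarrays at a Q of 0.05, which called 1 cluster here, ERVFRD-1.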

Other observations

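No explanation is tested in this part, and of its tests those of lists without the genes of Supplementary Table 1 were chosen only after the data were seen. Of 18 megakaryocyte and platelet genes, 3 were higher with OOS, none was lower and 15 did not pass 1.5-fold with an unadjusted p under 0.05 (camera in limma called the list; adjusted p = 0.393 with an estimated correlation). Besides F2RL2 these are THBS1, which encodes thrombospondin 1, at a log2 fold change of 0.92 (standard error 0.35), and GP6, a platelet collagen receptor, at 0.64 (standard error 0.15). THBS1 did not pass with the methods' t-test, by Tukey's biweight (0.62) or without control tumor 2 (0.74), control tumor 3 (0.97) or OOS tumor 3 (0.52), and GP6 did not by the biweight (0.57) or without control tumor 2 (0.48). The list was not called by fry, with arrays centred on their median, without the genes of Supplementary Table 1, or without control tumor 1, control tumor 2 or OOS tumor 2 (highest adjusted p = 0.432 in limma). Its median of 0.10 was 0.18 and 0.15 without control tumors 2 and 3, and 0.04 and 0.26 without OOS tumors 2 and 3. Of 26 genes of prostaglandin and leukotriene synthesis and their receptors, HPGDS and PTGER3, a prostaglandin E2 receptor, were lower and 24 did not pass (camera in limma, adjusted p = 0.0868). By camera the adjusted p of this list was 0.0442 with a replicate block and 0.79 without its 3 genes of Supplementary Table 1. PTGER3 was at -0.68 (standard error 0.17), and at -0.55 without OOS tumor 3, where it did not pass, and PTGDR2, a prostaglandin D2 receptor, was at -0.50 (standard error 0.10). None of 18 fatty acid genes passed, with SCD, a fatty acid desaturase, at 0.54 (standard error 0.15) and ACSL1 at 0.53 (standard error 0.13; camera in limma, adjusted p of the list = 0.442).

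Of 17 NRF2 targets and antioxidant enzymes, GSTM1, a glutathione transferase, was lower at -0.67 (standard error 0.14) and 16 did not pass, with a median of -0.06 (-0.04 without control tumor 2, -0.01 without OOS tumor 3). The list was called by camera but not with an estimated correlation (adjusted p = 0.444 in limma), by fry, in the brighter clusters, with arrays centred on their median, without the genes of Supplementary Table 1, or without control tumor 2, control tumor 3, OOS tumor 2 or OOS tumor 3. GSTM1 did not pass without OOS tumor 1 (-0.56). Of 25 endothelial genes, VASH1, an inhibitor of vessel growth, was higher at 0.81 (standard error 0.22), PROX1 was higher at 0.71 and ANGPT2, angiopoietin 2, was lower at -0.64 (standard error 0.18), while the list did not pass (camera in limma, adjusted p = 0.405). PROX1 did not pass with the methods' t-test, by the biweight (0.68) or without control tumor 1 (0.49), control tumor 2 (0.66) or OOS tumor 3 (0.55), and ANGPT2 did not without control tumor 1 (-0.51) or OOS tumor 2 (-0.57). Fibroblast genes (adjusted p = 0.787 by camera in limma), macrophage genes (adjusted p = 0.795) and monocyte genes (adjusted p = 0.795) did not pass either. The array is a human one, so the endothelial, fibroblast and macrophage lists may not measure mouse cells in the tumors.

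The paper reports Ki67 and CD31 staining, TUNEL and western blots of the tumors, for which RNA can be given but no such values. MKI67, the gene of Ki67, had a log2 expression of 10.4 ± 0.11 (SD, n = 3) in control and 10.6 ± 0.15 (SD, n = 3) in OOS tumors, higher by 0.19 (standard error 0.11, adjusted p = 0.905 from limma), and by 0.11 without OOS tumor 2. The paper reports a significant decrease of Ki-67 positive cells with OOS. Staining counts cells with the protein, while this value is RNA, and its difference went the other way without passing. PECAM1, the gene of CD31, had a log2 fold change of -0.24 (standard error 0.21, adjusted p = 0.940 from limma). It was -0.10 without control tumor 1, -0.09 without OOS tumor 3, -0.40 without control tumor 2 and -0.43 without OOS tumor 2. The array is a human one and the hosts were mice, so PECAM1 here may not measure RNA of mouse vessels. Of 9 measured genes of the proteins in Figure 6A none passed, with the largest differences in CCND1 (0.19, standard error 0.09) and CCNB1 (0.17, standard error 0.09). The genes of p21 and p27 were not analysed here. None of 17 apoptosis genes passed (camera in limma, adjusted p = 0.722), with BCL2A1 at -0.36 (standard error 0.11). None of 18 NF-kB and cytokine genes passed, while camera called the list, with a median of 0.12 and 13 members higher, but not with an estimated correlation (adjusted p = 0.393 in limma). Nor was it called by fry, in the brighter clusters, with arrays centred on their median, or without control tumor 1, control tumor 3 (median 0.08), OOS tumor 1 or OOS tumor 3 (median 0.04). CCL2, a monocyte attractant, was at 1.04 (standard error 0.45, adjusted p = 0.851 from limma), and at 0.48 without OOS tumor 3.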
